A study of Homo sapiens with 4 samples. Its data were reported in "NOTCH1 signaling is dysregulated by loss of the deubiquitinase USP28 with del(11q), uncovering USP28 inhibition as novel therapeutic target in CLL" (2025).

How the data were processed

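RNA was sequenced from 4 single-cell clones of HG3, a human cell line derived from chronic lymphocytic leukaemia (CLL). The clones had been edited with CRISPR/Cas9. In 2 clones a guide against USP28 left 1 intact and 1 disrupted copy of the gene (USP28 WT/KO), and 2 control clones kept both copies (USP28 WT/WT). Groups and clone numbers were taken from the sample labels, and the study numbers the WT/KO clones differently.

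The authors prepared libraries with a stranded poly-A protocol and mapped the read pairs to GRCh37 with STAR and Ensembl genes. They counted reads per gene with HTSeq in union mode, removed genes with few reads, and divided the counts by DESeq2 median-of-ratios size factors. The deposited values are therefore a normalised signal per gene and not raw counts, with 1 table per clone and no pooling. The strand setting of the counting was not stated, so a gene that overlaps another gene on either strand can carry some of its reads. Each table held 19093 genes. Of these, 142 were at 0 in all 4 tables, and the set of libraries on which the authors applied their filter was not stated.

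Every value in a table was a whole multiple of 1 step, the worth of a single read. After division by that step, 100.0% of the values in each table lay within 0.1 of a whole number, and the largest residual was 0.054 of a read. Rounding gave back the read counts. Gene symbols were found for 18497 of the 19093 identifiers, and the remaining 596 kept their identifier. One listed gene, KIAA1211L, was matched through its current symbol, CRACDL. Coordinates are those of GENCODE genes lifted to GRCh37, a later gene set than the one the authors counted on.

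Genes with 5 or more recovered reads in at least 2 libraries were tested, which left 16099 genes. Because the unit was normalised signal, the main test was limma (version 3.58.1) with a mean-variance trend on log2(normalised read count + 1), with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on that log2 scale, which understates the change of genes with few reads. The design fixed before the data were examined had named the DESeq2 Wald test of the study, on the assumption that the tables held raw counts. DESeq2 (version 1.42.0) and edgeR's quasi-likelihood test (version 4.0.16) were therefore run on the recovered reads as alternatives. Unless stated otherwise, fits compared WT/KO with WT/WT over the 4 libraries without covariates. The replicate block, the fits without 1 clone and the other splits of the libraries are named where used. R 4.3.3 was used.

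The gene lists, 7 in all, were fixed before the data were examined: the NOTCH1 target genes named by the study, known NOTCH target genes, NOTCH pathway components, deubiquitinases, genes of the deleted 11q region, transcripts of FBXW7 and USP28 substrates, and p53 target genes. Calls in a list were counted after adjustment over all tested genes and also adjusted over the list alone. Lists were tested as sets with limma's camera at a preset inter-gene correlation of 0.01, two-sided, with fry and with an estimated correlation beside it. CCL3 and CCL4, from the list of the study, were not analysed as members of that list. The symbol tables used did not link them to identifiers of the deposited tables. Genes without a symbol were tested under their identifier, and whether CCL3 and CCL4 were among them was not determined. HES2, HES4 and HEYL among the NOTCH targets, and NOTCH3, JAG2, DTX3, CTBP2, MAML3 and TLE2 among the components, were not analysed here, and HES5 was below the filter. The genes near USP28 were the 10 nearest tested genes on each side, and their median was ranked among 10000 random lists of the same size matched on mean expression. Genes named in the text are the members of these lists and, by a rule also fixed before, up to 5 genes per direction with the largest change among those past the threshold. The rule asked for a mean normalised read count of at least 50, both WT/KO clones on the same side of both WT/WT clones, and a symbol. Other genes are said to have been chosen after their values were seen. The guide sequence was located on chromosome 11 of GRCh37 by exact match on both strands. Other chromosomes were not searched.

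The tests were checked on simulated reads drawn for this comparison from the real means and library sizes. With 200 changed genes and a variance that followed 1 trend, limma called 153 of the 200 with 12 false calls, edgeR 153 with 8 and DESeq2 159 with 42, among 15631 genes. With a variance that also differed from gene to gene as limma estimated it here (3.20 prior degrees of freedom), limma called 27 of the 200 with 2 false calls, edgeR 30 with 2 and DESeq2 136 with 170, among 15502 genes. In 5 simulations of each kind with no changed gene, limma and edgeR called 0 genes in each. DESeq2 called between 0 and 5 genes with the variance on 1 trend, and between 110 and 178 with the variance that also differed from gene to gene. In the latter setting, a variance trend from edgeR was scaled per gene by a random factor with the prior degrees of freedom of limma. These factors raise the mean variance above the trend. The spread was taken from limma itself, which favours limma in that setting.

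The alternatives were other tests (edgeR, DESeq2, limma-voom), TMM scaling, other filters on low counts, other pseudocounts (0.1 and 5), robust empirical Bayes, a replicate block, stricter thresholds, and leaving out each clone in turn. With 2 clones per group a split of the libraries can be made in 3 ways, so an exact permutation p cannot go below 0.333. No sample was left out.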

Results

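The data comprised RNA-Seq of 4 HG3 clones, 2 USP28 WT/WT and 2 USP28 WT/KO. USP28 encodes a deubiquitinase, an enzyme that removes ubiquitin from proteins and so protects them from degradation. The gene lies in the part of chromosome 11q that is often lost in CLL, and the heterozygous edit models the loss of 1 copy. The recovered reads assigned to genes numbered 28415371 and 23559451 in WT/WT clones 1 and 2, and 25349101 and 24267570 in WT/KO clones 1 and 2. The 10 most abundant genes took between 6.03% and 6.39% of the reads in each library. Values below are normalised read counts as deposited, given as mean ± SD over the 2 clones of a group.

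The guide sequence, CTCCAGTAGACTCAAAGCAA, matched 1 site on chromosome 11 of GRCh37, at positions 113712423 to 113712442, followed by the protospacer-adjacent motif TGG. The match was on the plus strand, while USP28 (ENSG00000048028) is transcribed from the minus strand between 113668596 and 113746294. The site lies in coding exon 4 of the 26 exons of the canonical transcript, which spans 113712385 to 113712490. The plus-strand sequence around it reads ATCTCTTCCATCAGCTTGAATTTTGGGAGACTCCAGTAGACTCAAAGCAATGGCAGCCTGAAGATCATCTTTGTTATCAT.

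**Figure D1:**
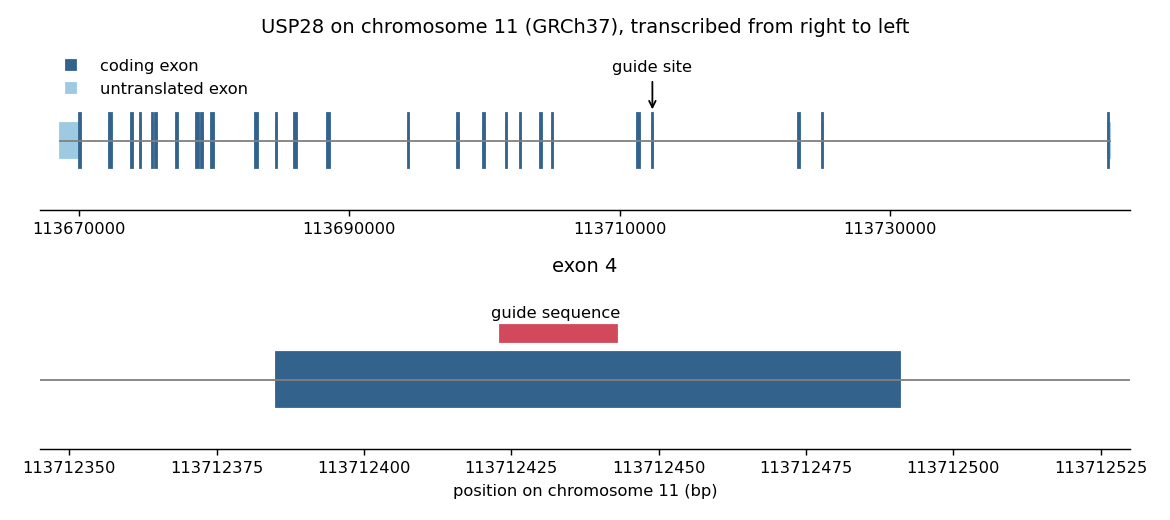
Map of USP28 on chromosome 11 of GRCh37, with positions in bp on the horizontal axis, tall boxes for coding exons and low boxes for untranslated ones. The lower panel enlarges exon 4 and shows the guide sequence between 113712423 and 113712442, inside the coding exon.

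The study had characterised heterozygous truncating indels in its clones by Sanger sequencing. Its western blots showed less USP28 protein and less of the intracellular domain of NOTCH1 in the WT/KO clones. Here the USP28 transcript was examined first, as a check of the sample labels. Its normalised read count was 1314 and 1288 in the WT/WT clones and 1104 and 1132 in the WT/KO clones. Both WT/KO clones thus lay below both WT/WT clones, with means of 1118 ± 20.1 (SD, n = 2) against 1301 ± 18.3 (SD, n = 2). The log2 fold change was -0.22 (SE 0.10), and the difference did not pass the threshold across all genes (limma adjusted p = 0.672). The alternative that moved the adjusted p most, DESeq2 with a replicate block, gave a log2 fold change of -0.22 as well. The 20 tested genes nearest to USP28, between 111896132 and 116969153 on chromosome 11, had a median log2 fold change of 0.09. This median lay at the 92.95 percentile of random lists matched on expression. With 5 genes on each side the median was -0.02, at the 53.7 percentile, and with 25 on each side it was -0.01, at the 39.4 percentile. The sign of the median over 20 genes rested on single libraries, since it was -0.04 without WT/WT clone 2 and -0.03 without WT/KO clone 1.

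The next comparison asked which transcripts differed between the genotypes. Of 16099 genes, limma called 2 at an adjusted p under 0.05, 1 higher and 1 lower in WT/KO. At an unadjusted p under 0.05 there were 1267 genes, where 804.95 would be reached by chance. DESeq2 with TMM factors moved the count of genes called after adjustment most, from 2 to 295. The DESeq2 Wald test on the recovered reads with its own size factors called 294 genes, 104 higher and 190 lower. The 2 genes called by limma were among these 294. edgeR's quasi-likelihood test called 3 genes, those 2 and LINC00470, which is named after its values were seen. LINC00470 stood at 248.0 and 210.2 normalised reads in the WT/WT clones and at 2.04 and 2.10 in the WT/KO clones (edgeR adjusted p = 0.0408, limma adjusted p = 0.0532).

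FAT1 (ENSG00000083857), on chromosome 4 from 187508948 to 187647876, was lower in WT/KO. Its normalised read count was 258.0 ± 18.7 (SD, n = 2) in WT/KO and 1741 ± 6.41 (SD, n = 2) in WT/WT. The log2 fold change was -2.75 (SE 0.12, limma adjusted p = 0.0369). With 1 clone left out, the log2 fold change of FAT1 ranged from -2.83 to -2.68. NLRP4 (ENSG00000160505), on chromosome 19 from 56347906 to 56393221, was higher in WT/KO, at 1707 ± 208 (SD, n = 2) against 195.9 ± 26.0 (SD, n = 2). Its log2 fold change was 3.12 (SE 0.17, limma adjusted p = 0.0449), and it ranged from 2.98 to 3.25 when a clone was left out. NLRP4 overlaps NLRP11 on the opposite strand only between 56347906 and 56348166. Reads counted for the wrong gene through this overlap could come only from fragments that reach that short stretch. Under limma-voom neither gene passed the threshold, with adjusted p of 0.0661 for FAT1 and 0.101 for NLRP4. With a pseudocount of 0.1, NLRP4 also did not pass (limma adjusted p = 0.0581). Over the alternatives the adjusted p ran from 2.33e-59 to 0.0661 for FAT1 and from 3.07e-50 to 0.101 for NLRP4, with the low ends from DESeq2 fits.

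The study named 15 NOTCH1 target genes, bound by the transcription factor RBPJ, that changed with loss of USP28 or inhibition of NOTCH1. It chose them partly on these libraries, so they are not independent evidence. Of the 13 found by symbol and tested, 6 were higher and 7 lower in WT/KO. In each of the 13, both WT/KO clones lay on the same side of both WT/WT clones. By chance, 33.3% of genes would separate in this way. limma called 0 of the 13 after adjustment over all genes and 13 adjusted over the list alone, and all 13 had an unadjusted p under 0.05. DESeq2 called 13 over all genes.

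TOX2 had the smallest adjusted p of the list, with 1400 ± 60.3 (SD, n = 2) normalised reads in WT/KO and 354.1 ± 26.0 (SD, n = 2) in WT/WT. Its log2 fold change was 1.98 (SE 0.12, limma adjusted p = 0.0532), and it passed the threshold when no filter was applied (limma adjusted p = 0.0495). Over the alternatives its adjusted p ran from 9.24e-28 in DESeq2 to 0.105 in limma-voom. PRRX1 fell by 4.96 on the log2 scale (SE 0.49), from 101.9 and 147.0 normalised reads in the WT/WT clones to 2.04 and 4.21 in the WT/KO clones (limma adjusted p = 0.101). KANK1 was higher by a log2 fold change of 1.28 (SE 0.21, limma adjusted p = 0.230) and EHBP1 lower by -0.62 (SE 0.11, limma adjusted p = 0.249). CPM differed most between clones of the same genotype. It stood at 25.7 and 1803 normalised reads in the 2 WT/WT clones and at 6.12 and 4.21 in the WT/KO clones, and the SE of its log2 fold change of -5.17 was 1.92. Without WT/WT clone 2 the log2 fold change of CPM was -2.13. CPM overlaps MDM2 on the opposite strand.

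**Figure D2:**
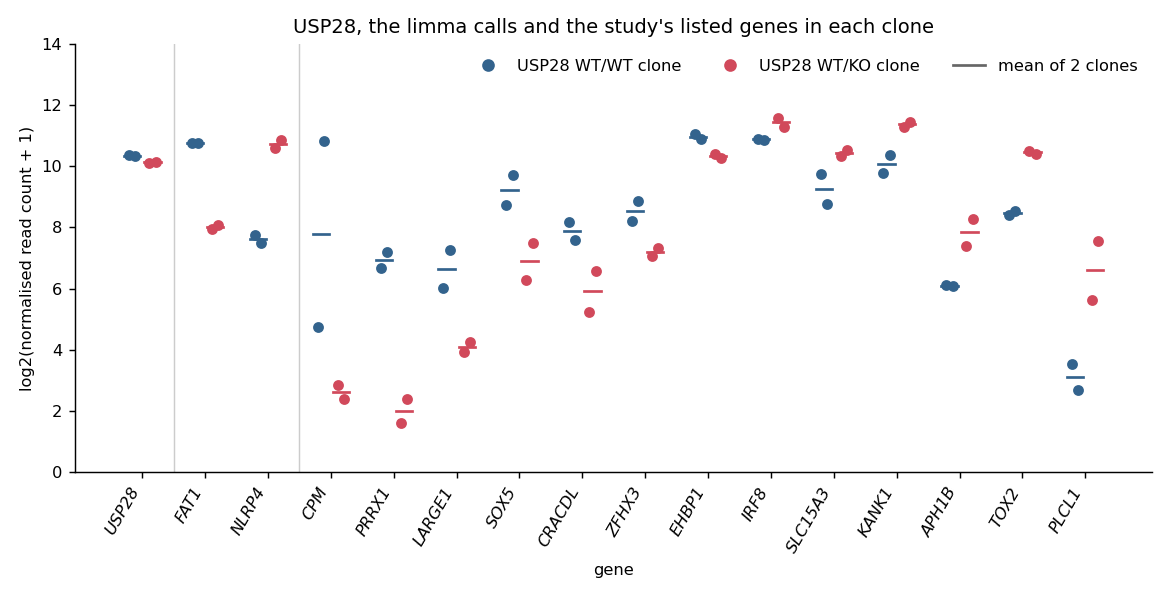
Normalised read counts on a log2(value + 1) axis for USP28, the 2 genes called by limma and the 13 tested genes of the study's list, with a point per clone and a bar for the mean of the 2 clones of a genotype. The clones of each genotype sit close together for FAT1, NLRP4 and TOX2, while for CPM one WT/WT clone lies at 25.7 and the other at 1803 normalised reads.

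Known NOTCH target genes were then compared as a set. The 10 tested genes had a median log2 fold change of 0.59, with 8 higher and 2 lower in WT/KO (camera p = 0.0105, preset correlation). The call was not made by fry (p = 0.0508), with an estimated correlation (camera p = 0.116), or among genes with a mean of at least 20 reads, where the median was 0.28 (camera p = 0.0819). The estimated correlation was -0.035, below the preset 0.01, so stronger correlation between the genes does not account for the higher p. Of the 8 genes higher in limma, HES6 and HEY2 were lower in DESeq2 (log2 fold change -0.07 and -0.18). The other members of the list kept their direction. Over this list limma called 0 genes, also 0 adjusted over the list alone, and 3 had an unadjusted p under 0.05. MYC was higher in both WT/KO clones, at 6857 ± 707 (SD, n = 2) against 4654 ± 599 (SD, n = 2). Its log2 fold change was 0.56 (SE 0.13, limma adjusted p = 0.362), and DESeq2 called it (adjusted p = 0.00693). HES1 was close to the detection limit, with 3 and 3 recovered reads in the WT/WT clones and 13 and 8 in the WT/KO clones. DTX1 varied more within a genotype than between the genotypes.

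The 43 tested components of the NOTCH pathway (receptors, ligands, processing enzymes and nuclear cofactors) had a median log2 fold change of -0.09, with 14 higher and 29 lower in WT/KO (camera p = 0.0155, preset correlation). This held under fry (p = 0.00577) and was not called with an estimated correlation (camera p = 0.102). Here too the estimated correlation, -0.023, was below the preset 0.01. limma called 0 of the 43, also 0 adjusted over the list alone, and 6 had an unadjusted p under 0.05. NOTCH1 was lower in both WT/KO clones, at 2742 ± 190 (SD, n = 2) against 3389 ± 1.17 (SD, n = 2), with a log2 fold change of -0.31 (SE 0.09, limma adjusted p = 0.493). DESeq2 called 2 components, APH1B (adjusted p = 0.00599), which is also on the study's list, and DTX4 (adjusted p = 0.0481). DTX4 had a log2 fold change of -0.43 (SE 0.11, limma adjusted p = 0.405) and was lower in both WT/KO clones.

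**Figure D3:**
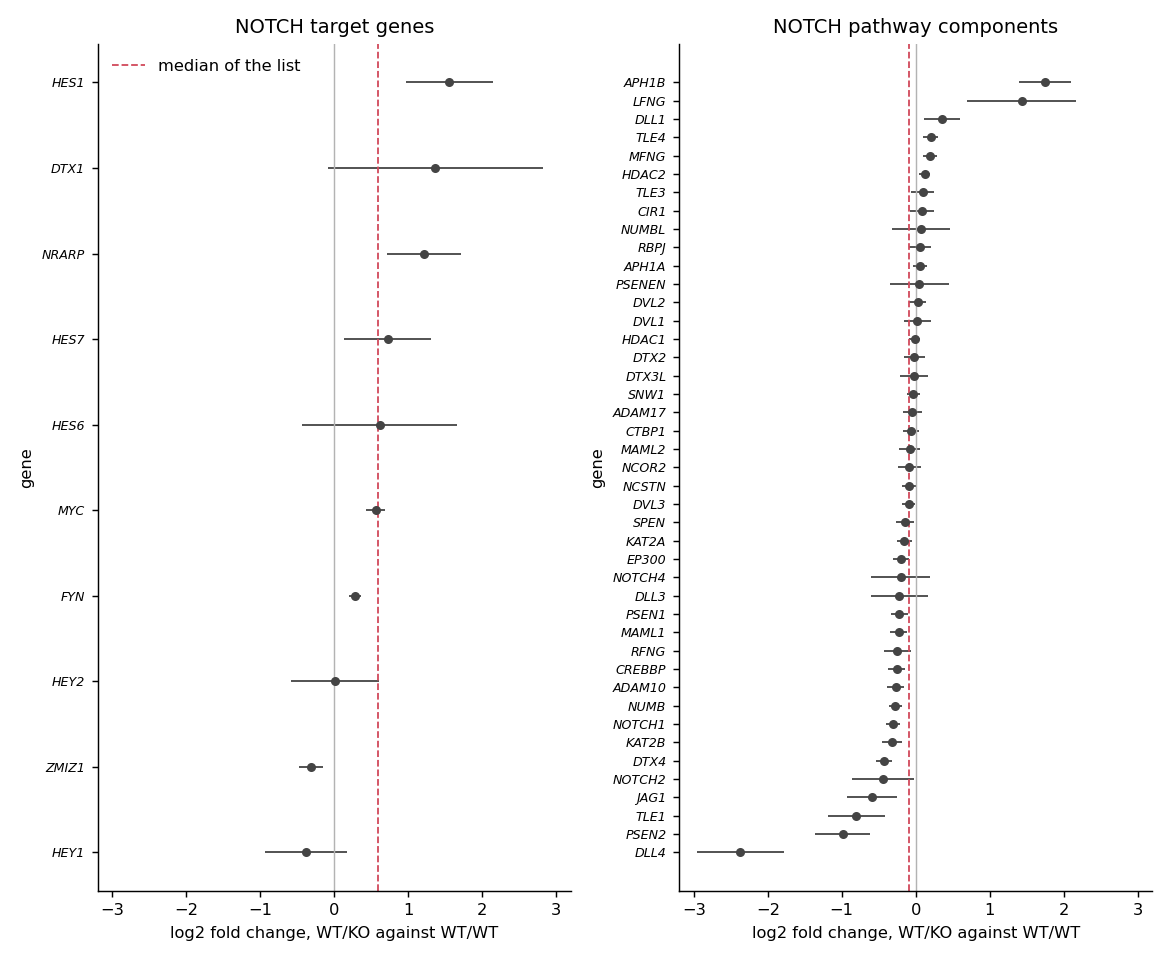
log2 fold change of each tested NOTCH target gene (left) and pathway component (right), WT/KO against WT/WT, with points for the limma estimate, bars for its SE and a dashed line at the median of the list. The targets have a median of 0.59 and the components a median of -0.09.

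Other deubiquitinases that act on NOTCH1, or resemble USP28, were compared to ask whether they changed alongside it. limma called 0 of the 6 genes, USP28 included, and 0 adjusted over the list alone, and 0 had an unadjusted p under 0.05. Their log2 fold changes ran from -0.22 for USP28 to 0.17 for USP10. Of the genes of the 11q region, ATM had a log2 fold change of 0.02 (SE 0.14) and BIRC3 one of 0.50 (SE 0.09, limma adjusted p = 0.267). limma called 0 of the 3 tested genes over all genes and 1, BIRC3, adjusted over the list alone, and 1 had an unadjusted p under 0.05. BIRC3 stood at 4661 ± 83.2 (SD, n = 2) normalised reads in WT/KO and 3293 ± 260 (SD, n = 2) in WT/WT, and DESeq2 called it (adjusted p = 0.00111). ZBTB16, the other gene of the region, was not analysed here.

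Among FBXW7 and the transcripts of proteins regulated through FBXW7 or USP28, limma called 0 of 8, and 0 adjusted over the list alone. The 2 with an unadjusted p under 0.05 were MYC and NOTCH1. FBXW7 had a log2 fold change of -0.22 (SE 0.12), CCNE1, which encodes cyclin E, one of 0.11 (SE 0.12), and JUN one of -0.47 (SE 0.24). Their limma adjusted p were 0.716, 0.872 and 0.708.

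The clones were finally compared as whole profiles, by Euclidean distance on log2(normalised read count + 1) over the tested genes. The WT/WT clones lay 112.1 apart and the WT/KO clones 102.6 apart. Distances between clones of different genotype ran from 111.7 to 130.5, so 1 of the pairs across genotypes was closer than the 2 WT/WT clones. The mean distance between genotypes was 1.13 times the mean distance within them. This ratio was 1.20 over the 500 most variable genes.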

Values the study reported

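The study reported 129 RBPJ-bound genes that were differentially expressed between USP28 WT/KO and USP28 WT/WT cells, after finding 12 883 RBPJ binding sites in HG3 cells. Of these genes, 27 were also differentially expressed in a cohort of patients with a deletion of 11q. It defined a set of 15 NOTCH1 target genes affected by NOTCH1 inhibition or by loss of 1 USP28 copy. Among the deubiquitinases, it reported that expression of USP28 differed significantly between the WT/KO and WT/WT cell lines (ANOVA with Šídák's test).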

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

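The main limma test replaced the DESeq2 Wald test of the design fixed beforehand, and was chosen after the unit of the tables was known. The use of DESeq2 on the recovered reads as an alternative was chosen then too. The same holds for limma-voom, robust empirical Bayes, TMM scaling before limma and the replicate block in limma. So were the pseudocounts, except that of 5 for the distances between clones. That pseudocount and the other alternatives were fixed before the data were examined.

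The number of genes called between the genotypes depended on the test. Against 2 for limma, DESeq2 called 294, with TMM factors 295, and with independent filtering off 286. The count was 5 with no filter on low counts, 4 with a pseudocount of 5, 1 with a pseudocount of 0.1, 8 with robust empirical Bayes, 0 with limma-voom and 0 at an adjusted p under 0.01. Under limma-voom 1164 genes had an unadjusted p under 0.05, and the stricter threshold leaves the 1267 of limma as they were. The stricter threshold lowers a count by construction. For the gap between limma and DESeq2, simulated libraries without change but with variance that differs from gene to gene gave up to 178 DESeq2 calls and 0 limma calls, while DESeq2 made at most 5 with the variance on 1 trend. The former variances were spread as limma estimated, around a trend from edgeR and with a mean above that trend. For the other shifts the cause was not tested. edgeR called 3, and 2 genes were called with TMM scaling before limma, with a mean of at least 20 reads and with a log2 fold change of at least 1. Both limma calls were shared by each of these fits except limma-voom, which made none, the pseudocount of 0.1, which kept 1, and the adjusted p of 0.01. Of the DESeq2 calls, 64.6% were lower in WT/KO, and 65.4% with TMM factors.

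Of the genes named by the study, 0 were called by limma, 13 by DESeq2, 13 with TMM factors and 13 with independent filtering off. The count was 1 with no filter, 1 with a pseudocount of 5 and 1 with robust empirical Bayes. For the 11q region the count went from 0 to 1 under DESeq2, with TMM factors and with independent filtering off, and for the FBXW7 and USP28 substrates also from 0 to 1 in each of these. For these lists the cause was not tested. No deubiquitinase was called by any of the 14 alternatives run on that list.

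The sample labels number the clones 1 and 2 in both genotypes. They are independent clones, and the study itself numbers the WT/KO clones differently. Across genes the deviations of same-numbered clones from their group means had a correlation of -0.001, so the numbers do not pair them. With the clone number as a replicate block, DESeq2 called 223 genes, 6 genes named by the study, 0 genes of the 11q region and 1 substrate. The block in limma called 4 genes, and USP28 kept a log2 fold change of -0.22. The set tests kept their calls under the block, with camera p of 0.00245 for the NOTCH targets and 0.0148 for the components.

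USP28 stayed lower in WT/KO and was not called under any alternative, with adjusted p from 0.666 to 1.00 and log2 fold changes from -0.24 to -0.20 across the 4 fits that each left out 1 clone. The NOTCH target list, at a median of 0.59, lost its call with fry and with an estimated correlation, which leave the median at 0.59, and among genes with a mean of at least 20 reads, which tests fewer genes and gave 0.28. Leaving out a clone gave medians from 0.36 to 0.62. The NOTCH components, at -0.086, lost their call only with an estimated correlation, where the median is still -0.086, and ranged from -0.12 to -0.08 with a clone left out. The median of the genes near USP28 moved from 0.09 to -0.018 with 5 genes on each side and to -0.012 with 25, which changes the genes it covers, and ranged from -0.038 to 0.14 with a clone left out. The ratio of distances between and within genotypes ranged from 1.13 to 1.20.

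For the 20 other single genes examined, 260 comparisons with an alternative gave 61 new calls and 3 lost ones, and 0 changed direction. DESeq2 fits gave 58 of the 61. The adjusted p over the alternatives ran from 0.00693 to 0.450 for MYC, from 0.0408 to 0.484 for DTX4, from 0.000939 to 0.347 for BIRC3, from 0.00599 to 0.448 for APH1B and from 0.00171 to 0.378 for SESN2. The spread between clones limits the precision for CPM, while HES1 is limited by its few reads.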

Other observations

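The tests chosen only after the result was seen were the removal of GC and length trends from the mitochondrial genes, the count of mitochondrial genes lower in both WT/KO clones, the tests of cancer-testis families and of depth for genes on or off in 1 clone, the test of a copy gain at the NLRP genes, and the simulation with variance that differs from gene to gene. The mitochondrial, NLRP and single-clone patterns were themselves noticed in these data. They prompted the tests of respiratory chain genes, of NLRP genes elsewhere and of runs of neighbouring genes, which were set before their own results were seen.

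Of the genes named by the study, 0 were called here by limma over all genes, and 13 had an unadjusted p under 0.05. That is lower than the value quoted from the study above. The study used DESeq2 after a separate alignment of the reads for this step, and DESeq2 called 13 of the 13 tested here.

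DESeq2 called 292 genes that limma did not. Of these, 291 had both WT/KO clones on the same side of both WT/WT clones, and 287 had an unadjusted limma p under 0.05. A first candidate explanation was that these genes vary between clones by more than the DESeq2 trend. Only 46.9% of them did, so this cannot account for all of them, although the share among all genes was 18.4%. A second is that variance differs from gene to gene by more than the DESeq2 prior covers. Simulated libraries without any change but with such variance gave between 110 and 178 DESeq2 calls and 0 limma calls. Such variance may therefore account for part of the 292. With the variance on 1 trend, DESeq2 made between 0 and 5 calls. The number of simulated calls thus rests on the spread that limma estimated, set around an edgeR trend with a raised mean. It was not matched to these libraries. The other splits of the real libraries, which mix the genotypes on each side, gave 34 and 56 DESeq2 calls, fewer than those simulations. How many of the 292 this explains was therefore not settled. Trends with GC content and gene length were also weighed, since the deviations of WT/WT clone 2 from the gene means had a rank correlation of 0.44 with GC content across genes and those of WT/WT clone 1 one of -0.37. Genes are not independent replicates in such a correlation. After a loess trend on both was removed from each library, 93.2% of the 294 DESeq2 calls and both limma calls remained, which argues against such a trend as the whole cause. The totals rose to 372 DESeq2 and 3 limma calls, so the trend does affect which genes are called.

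The genotype split was set against the other ways of parting the 4 libraries. It was 1 of the 3 splits, itself included, to give as many limma calls. The other splits gave 0 limma calls each, with 389 and 691 genes at an unadjusted p under 0.05, and 34 and 56 DESeq2 calls. Both WT/KO clones lay beyond both WT/WT clones for 38.8% of genes, against 26.3% and 34.9% in the other splits and 33.3% by chance. With 3 splits, genotype and a chance division of the clones cannot be told apart.

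Transcripts of the mitochondrial genome were lower in WT/KO. They made up 3.06% and 3.09% of the reads in the WT/WT clones and 2.23% and 2.22% in the WT/KO clones. The median log2 fold change of the 13 protein-coding genes was -0.48. All 13 were lower in both WT/KO clones than in both WT/WT clones, from -0.34 for MT-CYB to -1.04 for MT-ND6, so the difference is not carried by a few of them. limma called 0 of the 13 over all genes, with 13 at an unadjusted p under 0.05, and DESeq2 called 12. Adjusted over the list alone, limma called 13. As a set they were called as lower by camera at the preset correlation (p = 9.20e-19), by fry (p = 0.0114) and with an estimated correlation (camera p = 0.0420). The list was formed after the difference was seen, so these p do not measure its rarity. Removing the GC and length trend kept 99.4% of the median. Nuclear genes of the respiratory chain did not fall with them. Their median over 92 genes was 0.06, with 69 higher and 23 lower. The set was called as higher at the preset correlation (limma camera p = 0.00525) but not by fry (p = 0.707), and its lowest gene, at -0.41, did not reach the mitochondrial median. Mitochondrial genes are transcribed together, so the 13 are not independent. A lower number or activity of mitochondrial genomes in the WT/KO clones may explain the pattern, as may a chance difference between clones or in RNA preparation; these were not tested.

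NLRP4, 1 of the 2 genes called by limma, has neighbours that moved with it. NLRP11, NLRP4, NLRP13 and NLRP8 lie side by side on chromosome 19 between 56296763 and 56499995, and each was higher in both WT/KO clones than in both WT/WT clones. NLRP11 stood at 819.3 and 514.1 normalised reads in WT/WT and at 2908 and 1489 in WT/KO. NLRP13 stood at 0.89 and 2.18 in WT/WT and at 99.0 and 296.5 in WT/KO, and NLRP8 at 0.89 and 1.09 against 52.0 and 36.8. The 10 tested genes flanking the 4 had a median log2 fold change of -0.04, and DESeq2 called 0 of them. Reads shared between paralogs would raise NLRP genes elsewhere too, but only 1 of the 5 tested, NLRP3, was higher in both WT/KO clones, and NLRP1 was lower in both. A copy gain would raise the abutting NLRP4 and NLRP11 by a like factor, whereas their log2 fold changes differed by 1.44. The SE of this difference (0.41) took the genes as independent, although both were measured in the same clones. It can be too small, so this difference alone does not exclude a copy gain. Over the 4 genes, however, the log2 fold changes ran from 1.68 (SE 0.38) for NLRP11 to 6.14 (SE 0.68) for NLRP13. Such unlike changes argue against a copy gain as the sole cause for these genes, although NLRP13 and NLRP8 had few reads in WT/WT. Runs of 4 or more neighbouring genes that parted the groups and changed over 2-fold in 1 direction numbered 8 for the genotype split and 3 and 4 for the others. Such runs thus also arise between clones without regard to genotype, and a shared change of the domain in these WT/KO clones that is unrelated to USP28 stays open. Reads running on from NLRP4 into NLRP8, on the same strand, also stay open, as do such reads in NLRP13, on the opposite strand, since the strand setting of the counting was not stated.

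Some genes were on or off in 1 clone alone, with at least 100 normalised reads in 1 clone and under 10 in the other 3, or the reverse. There were 25 genes on and 13 off. WT/WT clone 2 had 15 on and 6 off, WT/WT clone 1 had 6 on and 1 off, and the WT/KO clones had 2 on and 3 off each. The deepest library, WT/WT clone 1, had 6 genes on, fewer than the 15 of the shallowest, WT/WT clone 2, so depth does not account for the counts. MAGEA4, named after its values were seen, stood at 7013 normalised reads in WT/WT clone 1 and at 2.18, 3.06 and 9.46 in the other clones. Cancer-testis families (MAGE, CTAG and TSPY among them) made up 5 of these 38 genes, with 11 others among the rest of the 10813 genes compared (exact Fisher test, two-sided, p = 1.73e-09). The families were picked after these genes were seen, and their copies can share reads, so the test does not decide whether silencing or release of such families may underlie the pattern. Between the 2 WT/WT clones 220 of 11296 genes with a mean of at least 50 differed over 4-fold, and between the 2 WT/KO clones 167, against 217 to 298 across genotypes.

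p53 target genes were tested as a set because USP28 also acts in the p53 pathway. The 29 tested genes had a median log2 fold change of 0.08, with 18 higher and 11 lower in WT/KO (camera p = 0.0386, preset correlation). That test, which was the one fixed beforehand, passed its threshold. Neither fry (p = 0.699) nor an estimated correlation (camera p = 0.643) called the set, so a shift of p53 targets with loss of 1 USP28 copy was not established. limma called 0 of them over all genes and 0 adjusted over the list alone, with 3 at an unadjusted p under 0.05. SESN2 was called by DESeq2 (adjusted p = 0.00199), with a log2 fold change of 0.72.

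A deletion reaching beyond USP28 would lower its neighbours. The median of the 20 nearest tested genes lay at the 92.95 percentile of random lists, that with 5 genes on each side at the 53.7 percentile and that with 25 at the 39.4 percentile. None of the 3 lay at the low end, which argues against a deletion across most of these genes. The sign of the median over 20 genes changed without WT/WT clone 2 (-0.038) and without WT/KO clone 1 (-0.025). The test says nothing about small changes at the guide site, which gene counts do not resolve.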
